A study of Homo sapiens with 44 samples.

How the data were processed

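The libraries were grouped by cell line or tumour, day, treatment and library type as the labels give them. The authors deposited 1 table per library with raw fragment counts per gene. Per the file headers, the counts were made with featureCounts 1.5.3 on paired fragments over exons, grouped by gene name, with the protein-coding part of the GENCODE 33 annotation (GRCh38). The headers name no strand option and no option to count fragments that overlap several genes, so fragments on exons shared by genes were not assigned, and antisense overlaps were not separated. The aligner is not given in the sources used here. Per the labels, 1 µg of poly(A) RNA was sonicated for 30 cycles, and spike-in RNAs were added; they are not analysed here. The headers put the Kelly 1 day inputs and RIP libraries in separate folders and each other experiment in 1 folder of its own. No folder holds libraries of more than 1 experiment. Whether the folders mark processing batches is not given in the sources used here, so a batch effect, if there is one, and the experiment cannot be told apart.

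Each table listed 19923 genes, and 18 gene names lay on more than 1 chromosome. Library totals ran from 2.14 to 36.5 M, so a change was measured with the least counting precision in the xenograft inputs. GRCh38 coordinates are those of the deposited tables. For GC content the longest transcript per gene name in GENCODE 44 was used, after a comparison in which 95.5% of the gene names were found there and 96.0% of their exons had identical coordinates. A check of the 40 pairs of replicates found none as close as sampling noise: the lowest chi-square per degree of freedom, over genes with at least 20 counts, was 2.73.

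The tests were edgeR 4.0.16 quasi-likelihood tests (glmQLFit and glmQLFTest, R 4.3.3) with TMM factors, filterByExpr (minimum count 10, minimum total 15) and Benjamini-Hochberg adjustment at 0.05, all two-sided. Each experiment was fitted alone. The input fit compared STM2457 with DMSO. The enrichment fit held input and RIP libraries, with the DMSO ratio of RIP over input as 1 term and the interaction of treatment and library type as another. A gene counted as enriched at a log2 ratio of at least 1. The difference of responses between experiments was the interaction of treatment and experiment over the inputs of both. Standard errors were derived from the log2 change and the test's F value. Log2 changes come from these fits, and CPM values are given as mean ± SD over libraries. Gene lists were tested with camera (limma 3.58.1, preset correlation 0.01) and fry.

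Per library measures used nuclear genes with a mean input of at least 10 CPM and log2(CPM + 1). Enrichment was the log2 ratio of a RIP library over the mean of the inputs of its group. The sets of most and least enriched genes, 10% each, came from the DMSO libraries of NGP for the Kelly experiments and of Kelly at 6 days for NGP, so that they were not chosen on the libraries tested. Exact permutation tests enumerated 20 arrangements within an experiment of 6 libraries, 6 in the xenograft, and 48000 over all experiments in the stratified test. The differences of these measures between experiments used 400 arrangements after centring each experiment, and gave 0 of 8 tests with an adjusted permutation p under 0.32. A fold against libraries at 0 was computed against a floor of 3 counts per library. Intervals and floors cover counting error only.

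The groups, tests, alternatives, gene lists and the rule for naming genes were fixed before the data were examined. The genes named are METTL3, METTL14, WTAP, FTO, ALKBH5 and MYCN. To them come the 3 largest rises and falls per input comparison and the 2 largest per enrichment comparison, among called genes of at least 2 log2 CPM whose groups did not overlap. The 3 genes with the highest minimum enrichment over the experiments complete the set. Of the genes this rule names, 1 is not reported. In the closing section, 20 genes of stroma and blood were looked at in the xenograft, and 24 genes of the amino acid response were chosen after the largest falls had been seen. Alternatives were RLE size factors, DESeq2 1.42.0, no low-count filter (at least 1 count), replicate blocks, all 22 inputs in 1 fit, mitochondrial reference factors, fry, other expression minimums (50 CPM), a pseudocount of 0.1, sets of 25%, sets matched on expression, ribosomal protein mRNAs in place of mitochondrial ones, thinned libraries and each library left out in turn. In the enrichment fits, the input and RIP library of the same treatment and number were left out together. For the RIP measures per library, only RIP libraries were left out. Where a treatment arm was left with 1 library, that library was assumed to vary like the other group.

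The fits were tested on simulated counts with the means and library sizes of the real libraries and 200 changed genes. All genes were given 1 common spread, which input and RIP libraries shared in the enrichment fits. For the difference of responses, both experiments were given the larger of their spreads. For input, genes changed 2-fold were recovered in 100% of cases in Kelly at 1 day and at 6 days, 37.3% in NGP and 0% in the xenograft. For enrichment, genes changed 4-fold were recovered in 10.6% of cases in Kelly at 1 day, 1.52% in Kelly at 6 days, 81.8% in NGP and 0% in the xenograft. For the difference of responses, 2-fold differences were recovered in 95.5% of cases between the Kelly time points and 7.46% between Kelly and NGP. At most 5.21% of the calls in a simulated comparison were false. The real genes need not share 1 spread, so these shares do not give the power or error of the real tests. The real enrichment fit of Kelly at 1 day called 2345 genes. Computations outside R used Python 3.11.15, numpy 2.4.6 and pandas 2.3.3, and figures matplotlib 3.10.9.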

Results

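The data comprised 44 libraries of human neuroblastoma RNA in 16 groups. Kelly and NGP are established neuroblastoma cell lines, both labelled as carrying an amplified MYCN gene. Cells were treated with 8 µM STM2457, a small molecule that inhibits the RNA methyltransferase METTL3, or with DMSO. METTL3 is the catalytic subunit of the complex that deposits N6-methyladenosine (m6A) on mRNA. Kelly cells were taken after 1 day and after 6 days, and NGP cells after 6 days. Kelly tumours grown under the skin of nude mice received 50 mg/kg STM2457 or vehicle daily for 14 days, and the vehicle group is called DMSO here as in the labels. Each condition has input libraries, which are ordinary RNA-seq of fragmented poly(A) RNA, and libraries of the fragments pulled down with an antibody against m6A (meRIP, called RIP below). Each group held 3 libraries, except the xenograft groups, which held 2.

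Depth differed between the experiments. The totals assigned to genes ran from 24.07 to 26.56 M fragments in the Kelly 1 day inputs and from 5.77 to 31.49 M in the Kelly 6 day inputs. They ran from 5.49 to 11.6 M in the NGP inputs and from 2.14 to 7.27 M in the xenograft inputs. The RIP libraries held 25.86 to 36.5 M in Kelly at 1 day, 10.53 to 25.55 M in Kelly at 6 days, 13.07 to 24.07 M in NGP and 4.68 to 11.84 M in the xenograft. Between 11723 and 15349 genes had at least 1 count in an input library. CHGA alone took up to 11.03% of the counts of a library, in the RIP library of treated tumour 1. The spread between replicates differed as well: the common biological coefficient of variation of the inputs was 0.0725 in Kelly at 1 day, 0.0913 in Kelly at 6 days, 0.24 in NGP and 0.448 in the xenograft.

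The first question was how inhibitor treatment changed transcript levels. With edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment, 2315 of 13246 genes changed in Kelly cells after 1 day at an adjusted p under 0.05, of which 1247 rose and 1068 fell. Only 13 of them rose and 23 fell by a factor of at least 2. After 6 days 3396 of 12773 genes changed, 1521 up and 1875 down, with 95 up and 284 down by at least 2-fold. In NGP cells 520 of 12289 genes changed, 254 up and 266 down, with 114 up and 90 down by at least 2-fold. In the xenograft edgeR called 0 of 11329 genes, while 968 had an unadjusted p under 0.05 and DESeq2 called 113. On simulated counts in which all genes had the common spread of the xenograft inputs, the same test recovered 0% of genes changed 4-fold. A change of that size was thus not detectable there for genes of that spread. The alternative that moved these counts by the most genes was a fit of all 22 inputs with 1 shared spread, which called 26 genes in Kelly at 1 day, 791 in Kelly at 6 days, 1266 in NGP and 2551 in the xenograft. Single libraries also decided counts. Without treated replicate 1, 2 or 3 the Kelly 1 day count was 1249, 1373 or 1488. The NGP count was 339 without DMSO replicate 1, 229 without DMSO replicate 3 and 128 without treated replicate 1. The xenograft count was 31 and 13 without DMSO replicates 1 and 2, and 1933 and 654 without treated replicates 1 and 2.

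**Figure D1:**
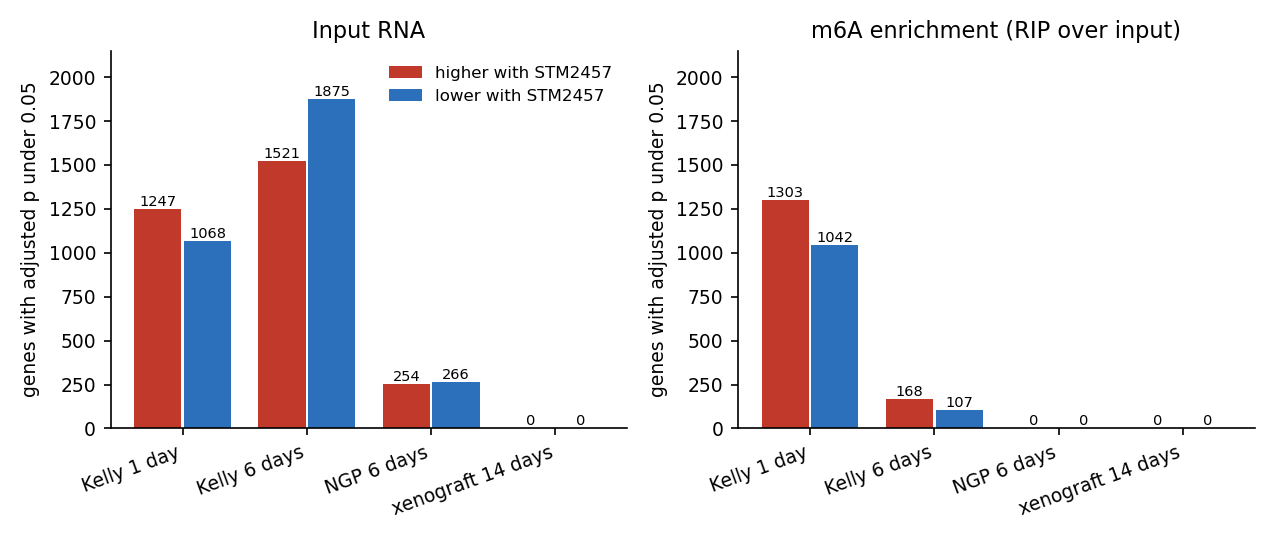
Genes called at an adjusted p under 0.05 in each experiment (x axis), with bars for the number of genes higher (red) and lower (blue) with STM2457, in input RNA (left) and in m6A enrichment (right). Input counts reach 1521 up and 1875 down in Kelly cells at 6 days, and the xenograft bars are at 0 on both sides.

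Of the genes called in all 3 culture experiments, 159 in number, 95 rose in each and 55 fell in each. Across 12526 genes the log2 changes of Kelly cells at 1 and 6 days had a Spearman correlation of 0.444. Genes are not independent replicates, so no p is given. Both time points called 1171 genes, and 96.2% of these moved the same way. For Kelly and NGP cells at 6 days the correlation was 0.368 across 11682 genes, and 94.3% of the 317 genes called in both moved the same way. Restricted to genes of at least 10 CPM, these correlations were 0.566 and 0.471. Kelly cells at 6 days and the xenograft had a correlation of -0.022 across 11193 genes, with 48.9% of the Kelly calls keeping their sign in the tumours.

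The genes fixed in advance were METTL3, METTL14 and WTAP of the methyltransferase complex, the demethylases FTO and ALKBH5, and MYCN. METTL3 (chromosome 14, 21498133 to 21511342, GRCh38, minus strand) had 93.8 ± 6.13 CPM with DMSO and 102.7 ± 4.95 with STM2457 in Kelly cells at 1 day (SD, n = 3). Its log2 change of 0.13 (SE 0.0609) had an adjusted p of 0.162 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Without DMSO replicate 1 it was called there, at 0.19. It was not called in the other experiments, with log2 changes of 0.031, 0.11 and -0.27 in Kelly at 6 days, NGP and the xenograft. Without treated replicate 3 the NGP value was -0.056, and without treated replicate 2 the xenograft value was 0.087. METTL3 shares exon sequence with TOX4, and WTAP with SOD2, so part of their fragments was left uncounted.

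WTAP (chromosome 6, 159725585 to 159756319) rose in Kelly cells at 1 day by a log2 value of 0.49 (SE 0.0618, edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p 4.11e-05). This WTAP call was lost in the fit of all inputs (0.48). FTO (chromosome 16, 53701692 to 54158512) rose from 65.2 ± 3.23 to 86.3 ± 0.836 CPM at 1 day (SD, n = 3), a log2 change of 0.40, and from 15.6 ± 0.743 to 22.6 ± 1.73 CPM at 6 days (SD, n = 3), a log2 change of 0.54. The edgeR adjusted p values, after Benjamini-Hochberg, were 0.000199 and 0.00218. Both FTO calls were lost in the fit of all inputs (0.39 and 0.55). ALKBH5 (chromosome 17, 18183078 to 18209954) rose by log2 values of 0.24 and 0.49 in Kelly cells at 1 and 6 days, with edgeR quasi-likelihood adjusted p values (Benjamini-Hochberg) of 0.0235 and 0.00314. The 1 day call was lost without DMSO replicate 3 (log2 0.19), treated replicate 2 (0.22) or treated replicate 3 (0.20). It was also lost with replicate blocks (0.24) and in the fit of all inputs (0.225). The 6 day call of ALKBH5 was lost in that fit too (0.52). METTL14 (chromosome 4, 118685392 to 118715433) was called only in Kelly cells at 1 day, at a log2 change of 0.29, and that call was lost without DMSO replicate 1 (0.23), treated replicate 2 (0.24) or treated replicate 3 (0.28). Replicate blocks (0.29) and the fit of all inputs (0.28) lost the METTL14 call as well. Some genes not called above were called when a library was left out. In Kelly at 6 days these were METTL14 (0.37) and WTAP (0.30) without treated replicate 3, and WTAP was also called with RLE size factors (0.25) and without the low-count filter (0.25). In NGP it was ALKBH5 (0.81) without treated replicate 3, and in the xenograft WTAP (-1.31) without treated replicate 2.

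MYCN (chromosome 2, 15940550 to 15947007) stood at 3593 ± 206 CPM with DMSO and 3526 ± 84.6 CPM with STM2457 in Kelly cells at 1 day (SD, n = 3), a difference within the spread between replicates. At 6 days it rose by a log2 value of 0.24 (SE 0.0698, edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p 0.0193). That call was lost when any DMSO replicate was left out, with values of 0.23, 0.22 and 0.25. In NGP cells it changed by -0.36 and in the xenograft by -0.20, neither of them called, although one fit of all inputs called the NGP change (-0.37) and not the Kelly 6 day change (0.26).

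**Figure D2:**
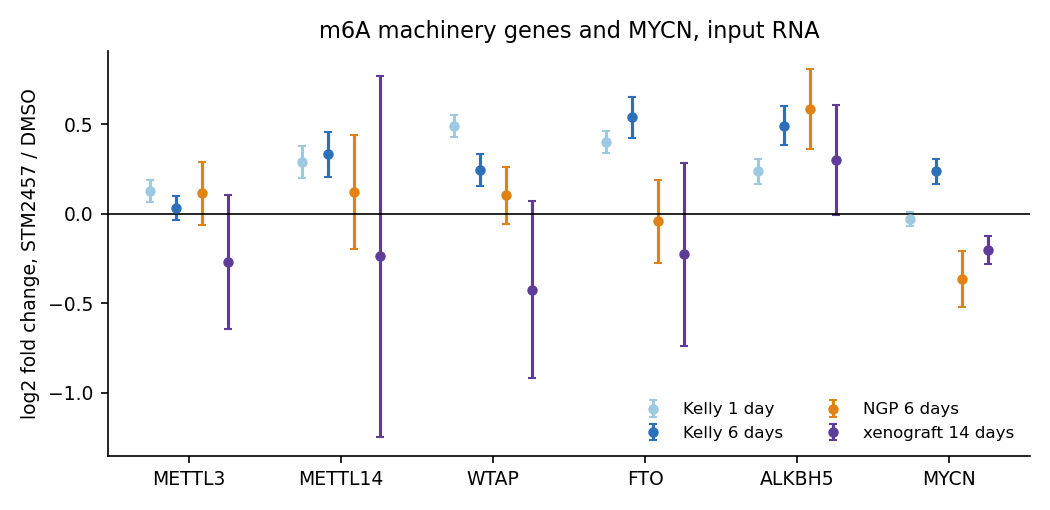
Log2 fold change of input RNA with STM2457 over DMSO (y axis) for the genes fixed in advance (x axis) in the 4 experiments, with points for the edgeR estimate and bars of 1 SE. FTO lies at 0.40 and 0.54 in Kelly cells at 1 and 6 days and at -0.23 in the xenograft.

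Among called genes with a mean of at least 2 log2 CPM whose treated and control libraries did not overlap, the largest rises in Kelly cells at 1 day were those of TPGS1 (log2 1.14, SE 0.23), SMAD6 (1.03, SE 0.075) and CCDC85B (1.01, SE 0.131). The largest falls were those of CRH (-1.14, SE 0.198), CNN2 (-0.97, SE 0.195) and ARHGAP36 (-0.91, SE 0.0798). The fit of all inputs did not call TPGS1 (1.13), CRH (-1.15) or CNN2 (-0.98) at 1 day. At 6 days PLXNA4 (1.80, SE 0.156), ARHGEF28 (1.75, SE 0.132) and RHBG (1.67, SE 0.179) rose most. INHBE (chromosome 12, 57452323 to 57459280) fell from 11 ± 0.58 to 0.508 ± 0.159 CPM (SD, n = 3), a log2 change of -4.57 (SE 0.274). CHAC1 (chromosome 15, 40952962 to 40956512) fell from 75.3 ± 2.96 to 5.37 ± 1.20 CPM (SD, n = 3), a log2 change of -3.93 (SE 0.119), and RHPN1 changed by -3.78 (SE 0.155).

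In NGP cells ADAMTSL1 (4.05, SE 0.365), CRH (3.94, SE 0.787) and FOXC1 (3.68, SE 0.33) rose most. MMP23B (-2.95, SE 0.731), DPT (-2.77, SE 0.777) and RAB26 (-2.46, SE 0.299) fell most. CRH was covered by 0, 2 and 12 counts in the NGP DMSO libraries and by 119, 47 and 75 in the treated ones, and it was no longer called without treated replicate 1 (3.79). MMP23B shares exon sequence with CDK11B, and its call was lost without DMSO replicate 2 (-2.24), treated replicate 1 (-3.99) or treated replicate 3 (-2.81). With all libraries DESeq2 did not call MMP23B (-3.085). The DPT call was lost without any of DMSO replicates 1 to 3 (-3.03, -2.35 and -2.90) and without treated replicates 1 (-2.65) and 2 (-2.30). The fit of all inputs lost the DPT call too (-2.80).

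The series title names differentiation and tumour growth, so 3 gene lists were fixed in advance: 27 neuronal genes, 30 proliferation genes and 20 interferon-induced genes. Each list was tested with camera (limma) in the edgeR fit, with Benjamini-Hochberg adjustment over 12 tests. The neuronal list rose in Kelly cells at 1 day by a median log2 value of 0.15 (17 of 26 tested genes up, limma camera adjusted p 0.00729) and at 6 days by 0.10 (18 of 26 up, limma camera adjusted p 0.00729). At 1 day 9 of its genes were called up and 2 down over all genes tested, and 12 were called when adjusted over the list alone. At 6 days these numbers were 10, 3 and 13. In NGP cells the neuronal median was -0.00030 while its mean was 0.046, and 13 of 26 genes rose. The proliferation list fell in Kelly cells at 1 day, with a median of -0.12 and 5 of 30 genes up (limma camera adjusted p 1.95e-05). There 0 of its genes were called up and 10 down, and 13 were called when adjusted over the list alone. At 6 days its median was -0.099 (limma camera adjusted p 0.135), which did not pass the threshold. In the xenograft the proliferation median was -0.29 (6 of 30 up, limma camera adjusted p 0.0105), but fry, which estimates the correlation between genes, gave an adjusted p (limma) of 0.103, within a range of 0.00494 to 0.455 over the alternatives. Without DMSO replicate 2 or treated replicate 1 the xenograft list no longer passed under camera, at medians of -0.33 and -0.34. The other camera calls also passed under fry. Fry asks whether a list changed at all, and camera whether it changed more than other genes.

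The interferon list passed in 0 of the 4 experiments. Only 11 of its 20 genes were tested in the culture experiments and 5 in the xenograft. Its median was 0.10 in Kelly cells at 1 day and -0.29 in NGP cells. In Kelly cells at 6 days the median was -0.059 and the mean 0.029, and in the xenograft the median was -0.049 and the mean 0.18. The xenograft median ran from -1.55 to -0.60 when 1 library was left out and was -1.91 without the low-count filter, so it carries little weight. With the filter and all libraries, no interferon test by fry or camera had an adjusted p (limma) under 0.386, and over all alternatives the lowest was 0.277.

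**Figure D3:**
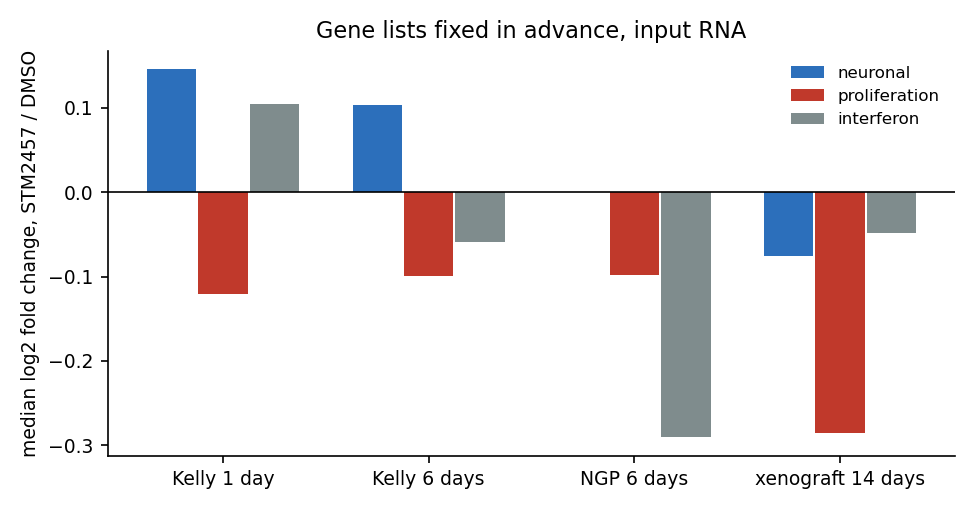
Median log2 fold change of input RNA with STM2457 over DMSO (y axis) over the tested genes of each list fixed in advance, for the 4 experiments (x axis). The neuronal bars stand at 0.15 and 0.10 in Kelly cells, and the proliferation bars lie below 0 in all 4 experiments, from -0.29 to -0.098.

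Whether the response itself differed between experiments was tested with an interaction term of treatment and experiment. Between Kelly cells at 6 days and at 1 day 1158 genes differed by edgeR's quasi-likelihood test at a Benjamini-Hochberg adjusted p under 0.05, 506 with a higher and 652 with a lower log2 change at 6 days. This balance was not stable: without the low-count filter 1021 were higher and 589 lower, and leaving out any Kelly 6 day library also put more genes higher than lower, with 932 and 601 without treated replicate 1. Between Kelly and NGP cells at 6 days 183 genes differed, 76 higher and 107 lower in Kelly, and DESeq2 called 429. Leaving out any Kelly 6 day library brought the NGP count to between 94 and 111, and leaving out NGP treated replicate 2 brought it to 276. No folder in the file headers holds libraries of more than 1 experiment, so a batch effect, if there is one, and the experiment cannot be told apart. No list differed between experiments under camera, where the lowest adjusted p (limma) was 0.352. Under fry, which does not compare a list with other genes, the neuronal list differed between the Kelly time points, by a median of 0.099 (limma fry adjusted p 0.00743).

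The next question was which transcripts the antibody pulled down without the inhibitor. In these fits and those of the change of enrichment, leaving out a replicate removed the input and RIP library of that number together. In the DMSO groups, 3601 genes were enriched at least 2-fold in RIP over input in Kelly cells at 1 day and 3982 were depleted as much, by edgeR's quasi-likelihood test at an adjusted p under 0.05. The counts were 3439 enriched and 3635 depleted in Kelly cells at 6 days, 2739 and 2490 in NGP cells, and 203 and 271 in the xenograft. The xenograft count of enriched genes fell to 0 without DMSO replicate 1 and to 0 without DMSO replicate 2. The genes with the highest minimum enrichment over the 4 experiments were KTI12, JRKL and PUS3. KTI12 (chromosome 1, 52032103 to 52033810) had log2 ratios of 4.58, 4.67, 4.42 and 3.89 in Kelly at 1 day, Kelly at 6 days, NGP and the xenograft, the last not past the threshold. It shares exon sequence with TXNDC12. The ratios of JRKL were 3.66, 4.62, 3.98 and 4.19, the xenograft value again not past the threshold, and those of PUS3 were 3.61, 4.12, 4.16 and 3.75. The xenograft call of PUS3 was lost without either DMSO replicate, at 2.88 and 4.92.

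The change of m6A enrichment with STM2457 was tested as the interaction of treatment and library type. In Kelly cells at 1 day 2345 of 13669 genes changed by edgeR's quasi-likelihood test at a Benjamini-Hochberg adjusted p under 0.05, 1303 up and 1042 down. With RLE size factors 1538 rose and 793 fell. The count was 1432, 1523 and 1561 without DMSO replicates 1, 2 and 3. At 6 days 275 of 13324 genes changed, 168 up and 107 down. Here DESeq2 called 907 genes, and edgeR called 0, 0 and 6 genes without DMSO replicate 1, 2 or 3 and 810, 158 and 128 without treated replicates 1, 2 and 3. The balance turned with these libraries, to 47 up and 111 down without treated replicate 2 and 62 up and 66 down without treated replicate 3. In NGP cells edgeR called 0 of 13088 genes, while 764 had an unadjusted p under 0.05 and DESeq2 called 2. In the xenograft edgeR called 0 of 12626 genes, with 809 at an unadjusted p under 0.05 and 158 by DESeq2. These counts describe shifts relative to the typical gene, since the scaling sets the average change near 0. With factors from the 13 mitochondrially encoded mRNAs as a reference for the RIP libraries, 13 genes rose and 8356 fell in Kelly cells at 1 day, and 5 rose and 3843 fell at 6 days. That scaling moved the median of all genes from -0.028 to -1.47 at 1 day and from 0.20 to -1.93 at 6 days, to -0.21 in NGP cells and to -0.36 in the xenograft. The spike-in RNAs that the labels mention were not analysed here, so the absolute direction was not measured.

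Among the genes called, H1-5 (log2 change 4.70, SE 1.5) and MCMDC2 (3.03, SE 0.881) rose most in Kelly cells at 1 day. The RIP counts of H1-5 overlapped, at 16, 10 and 0 with DMSO and 8, 349 and 96 with STM2457. Its mean input fell from 9.19 to 5.57 CPM, which adds to its rise in enrichment. PLK3 and COL5A2 fell most. PLK3 had 7 to 109 counts in the DMSO RIP libraries and 0 in each of the 3 treated ones. Against a floor of 3 counts per library, which covers counting noise only, that is at least 23.2-fold lower. COL5A2 changed by -7.04 (SE 1.06), with 29 to 80 counts in the DMSO RIP libraries and 0 to 1 in the treated ones. At 6 days NT5C2 rose by 5.90 (SE 1.04). FAM92B and AGTRAP were at 0 in each of the 3 treated RIP libraries, at least 28.1-fold and at least 18.7-fold lower against that floor. These bounds and that of PLK3 compare RIP CPM alone, without the input. Other zeros in these RIP libraries exceeded counting noise: 68 genes at 1 day and 372 at 6 days had 0 counts beside at least 50 in a replicate. The bounds do not cover such zeros and can be too high. Mean input CPM fell as well, from 6.88 to 4.91 for FAM92B and from 16.1 to 14.5 for AGTRAP. For PLK3 it went from 9.07 to 8.79, so the bounds on enrichment are lower. The bound for AGTRAP rests largely on DMSO replicate 2, since its DMSO RIP counts were 7, 108 and 16. These genes rested on few RIP counts, and H1-5 belongs to a histone family of similar sequence. PLK3 and NT5C2 share exon sequence with other counted genes. The calls of H1-5, NT5C2, FAM92B and AGTRAP were each lost when the input and RIP library of any 1 DMSO replicate were left out. That of MCMDC2 was lost likewise. Treated replicates mattered too. H1-5 lost its call without treated replicate 2 (3.22) or 3 (4.87), MCMDC2 without treated replicate 1 (3.25) or 3 (2.38), and NT5C2 without treated replicate 2 (5.65) or 3 (5.57). AGTRAP lost it without treated replicate 2 or 3.

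Measures of the whole pulldown were compared per library, with two-sided exact permutation tests. Each RIP library was set against the mean input of its group. The SDs and permutation p values of the RIP measures therefore carry no spread between inputs. With 3 libraries against 3 an exact permutation test cannot go below p = 0.1, and with 2 against 2 not below 0.333, so no single experiment could pass 0.05. The spread of enrichment across genes, as the SD of log2 RIP over input, was 1.80 ± 0.0016 with DMSO and 1.68 ± 0.052 with STM2457 in Kelly cells at 1 day (SD, n = 3, exact permutation p 0.1). It was 2.08 ± 0.051 and 2.09 ± 0.15 in Kelly cells at 6 days, 1.24 ± 0.031 and 1.16 ± 0.033 in NGP cells (SD, n = 3, exact permutation p 0.1), and 2.16 ± 0.13 and 2.21 ± 0.54 in the xenograft (SD, n = 2). Over all 4 experiments the stratified permutation test gave a mean change of -0.033 (p 0.737).

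The share of mitochondrially encoded mRNAs in RIP relative to input, on the log2 scale, moved from -1.69 ± 0.12 to -0.34 ± 0.054 in Kelly cells at 1 day and from -4.63 ± 1.09 to -3.07 ± 0.34 at 6 days (SD, n = 3), with no overlap of the groups in either. The 6 day rise ran from 0.927 to 1.915 when 1 RIP library was left out, the lowest without DMSO replicate 3. No input was left out. Treated input 3, with 1.789% mitochondrial counts against 5.088% and 4.058% in the other treated inputs, thus enters every treated value. Chance separates 3 libraries from 3 in 10% of cases. In NGP cells it moved from -0.63 ± 0.35 to -0.53 ± 0.41 (SD, n = 3). In the xenograft the change was 0.31, and leaving out 1 RIP library gave values from -0.80 to 1.43. The stratified permutation test over the 4 experiments gave a mean change of 0.83 with p 0.048, which was 0.0959 after adjustment over 4 measures.

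To ask whether methylated transcripts lost enrichment, the 10% most and 10% least enriched genes were taken from another cell line's DMSO libraries. Their difference in enrichment changed by -0.16, 0.14, -0.53 and -0.33 in Kelly at 1 day, Kelly at 6 days, NGP and the xenograft. The mean was -0.22 (stratified permutation p 0.267, adjusted 0.356). When 1 RIP library was left out the value ran from -0.33 to 0.39 in Kelly at 6 days. It ran from -0.77 to -0.11 in NGP and from -0.72 to 0.070 in the xenograft. In the input libraries the same genes changed by 0.17, 0.20, 0.42 and -0.18. With 1 library left out, these values ran from 0.13 to 0.24, from 0.0997 to 0.275, from 0.36 to 0.50 and from -0.25 to -0.11. The mean change was 0.15, with a stratified permutation p of 0.0321 and 0.0959 after adjustment.

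**Figure D4:**
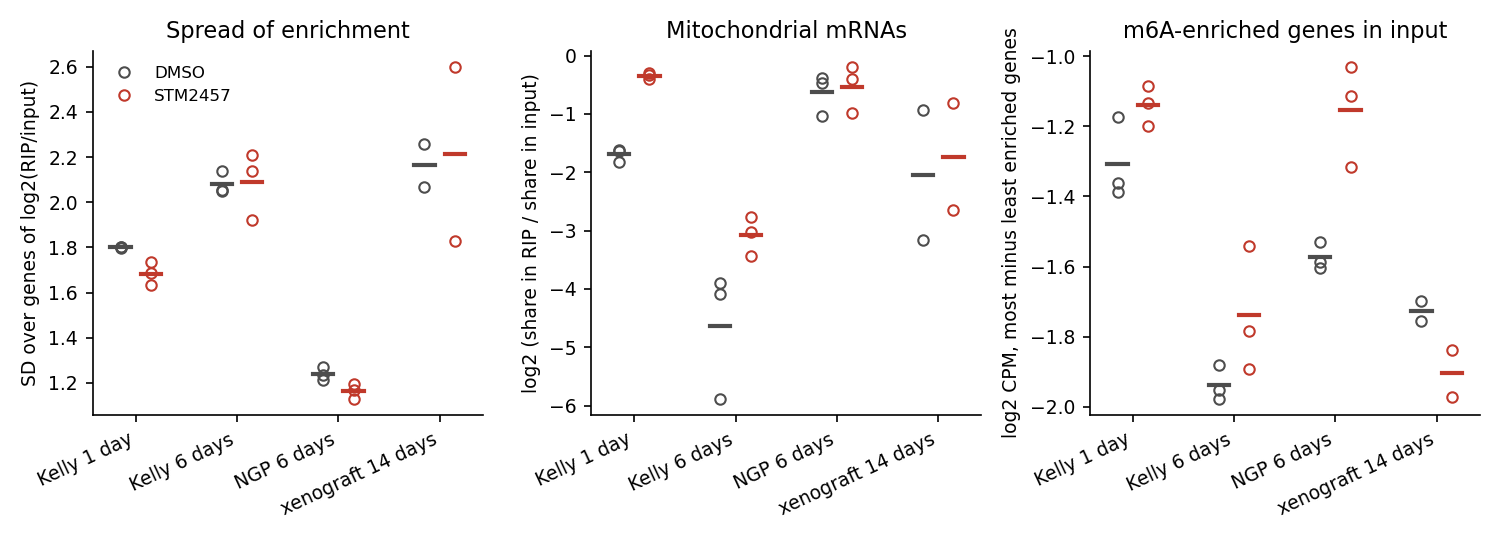
Per library values (circles) and group means (bars) with DMSO (grey) and STM2457 (red) in the 4 experiments: SD over genes of log2 RIP over input (left), log2 share of mitochondrial mRNAs in RIP over input (middle), and mean log2 CPM of the most minus the least enriched genes in input (right). The mitochondrial means moved from -1.69 to -0.34 in Kelly cells at 1 day and from -4.63 to -3.07 at 6 days.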

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

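The tests of processing batch, of scaling for FTO and MYCN and of depth for the fall of CRH were chosen only after the result was seen.

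The response to STM2457 differed between Kelly cells at 6 days and at 1 day in 1158 genes, which was flagged because a test of the difference itself called them. The 2 time points differed in depth, yet with every input thinned to 5.77 M fragments 746 genes still differed, which argues against depth as the whole cause. After trends with GC content and gene length were removed, 1503 genes differed, against 1150 of the same genes before, which argues against those trends. With 100 relabelled splits of the libraries, 6 counts including the real one were as large as the real count, and the highest other was 4462, so chance cannot be excluded by this test. The 5 others each kept the real or the mirrored labels in one experiment, and the 83 splits with neither gave at most 0. The file headers place the experiments in separate folders, with 0 folders shared, so a processing batch, if the folders mark one, and time cannot be told apart. A longer treatment stays open as an untested biological explanation.

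Between Kelly and NGP cells at 6 days, 183 genes differed in their response by the same kind of test. Thinned to 5.49 M fragments, 140 genes differed, and after removal of the GC and length trends 261 did, against 185 of the same genes before. Neither depth nor those trends account for the whole difference. Of 100 splits, 2 counts including the real one were as large, with 2241 as the highest other, which excludes chance at 0.05. An earlier and smaller draw of splits put this share at the 0.05 limit, so the exclusion depends on the draw. The other large count came from a split that kept real or mirrored labels in one experiment, and the 80 splits with neither gave at most 0. The experiments again share 0 folders, so a processing batch and the cell line cannot be told apart, and a difference between the lines stays open as untested.

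In the inputs, the most enriched genes rose against the least enriched ones by 0.42 in NGP cells and fell by -0.18 in the xenograft. This was flagged because all libraries moved in opposite directions, and the difference itself was not tested. The gene sets are not the same: those for NGP came from Kelly cells at 6 days and those for the xenograft from NGP cells. Their median GC content differs in opposite ways, at 52.7% for the most and 47.5% for the least enriched genes in NGP, against 42.1% and 60.4% in the xenograft. No value was computed with the same sets in both, so the choice of sets may be part of this contrast and was not tested. With sets from NGP, as for the xenograft, Kelly cells at 1 and 6 days rose by 0.17 and 0.20. In NGP cells the rise was 0.367 (SD 0.0905) after removal of the GC and length trends and 0.423 after thinning, which argues against both as its whole cause. In the xenograft the fall shrank to -0.033 (SD 0.0354) after removal of the trends, so GC content and gene length are a possible explanation of it. Thinning left -0.17, which argues against depth, and sets matched on expression gave -0.040. Reads from mouse cells were looked for through 20 genes of stroma and blood, of which 13 had counts. Their median log2 level in vehicle-treated tumours relative to cultured Kelly cells was -0.037, at percentile 60.8 of 10000 matched lists. The genes went both ways: COL1A1 stood at 54.1 against 32.8 CPM and VWF at 15.4 against 1.93, but SPARC at 48.4 against 68.8. COL3A1 (3.2 against 1.09), CD74 (46.45 against 20.12), CDH5 (0.963 against 0.287) and LYZ (0.0688 against 0) also stood higher, and CD68 lower (3.19 against 10.6). LUM, DCN and C1QB had 0 CPM in the tumours and at most 0.0812 in culture. ACTA2 (0.412 against 1.16) and TAGLN (0.74 against 1.68) stood below culture. These low values go against many stroma reads, and the higher genes do not. Of the 13 genes, 8 had over 1 CPM in cultured cells and 6 in the tumours. Reads from mouse cells therefore cannot be told apart from the cells' own expression. Differences between culture and tumour and between the cell lines stay open as untested.

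FTO rose by 0.40 and 0.54 in Kelly cells at 1 and 6 days, while its log2 change in the xenograft was -0.23. MYCN changed by 0.24 in Kelly cells at 6 days and by -0.20 in the xenograft. With 1 library left out the xenograft values ran from -0.38 to -0.10 for FTO and from -0.28 to -0.13 for MYCN. Both were flagged because the libraries of the experiments moved in opposite directions, and the differences were not tested. With RLE size factors the xenograft values were -0.22 for FTO and -0.20 for MYCN. These factors hardly moved either value, so this is no test of scaling, which stays open. Among the genes tested in the xenograft, 40.97% had treated and control libraries that did not overlap, where chance alone gives 33.3%. With 4 libraries a chance order cannot be told apart from an effect of treatment for either gene. A difference between tumour and culture stays open as untested.

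CRH fell in Kelly cells at 1 day (-1.14) and rose in NGP cells (3.94), again flagged for opposite directions in all libraries and not tested as a difference. No counted gene shares exon sequence with CRH (0 overlapping genes), which argues against shared reads. Thinned, the NGP rise was 3.91 (SE 0.8), which argues against depth. In Kelly cells at 1 day the mean depths of the treated and control inputs were nearly equal, with a log2 ratio of -0.050, which argues against depth as the cause of the fall. Thinned to 2.14 M fragments the fall was -0.80 (SE 0.369), with few counts left. Cell line and time differ together here, and both stay open as untested.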

How the results depend on the processing

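The crossed pairing of replicate numbers was chosen only after the result was seen.

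Over 107 results, 1032 alternative values were computed. Of these, 873 kept their direction and side of the threshold or, for counts and values with no test, stayed within 1.5 times or within 1 SD. A further 73 kept their direction but no longer passed, 9 passed anew, 18 changed sign and 59 moved. DESeq2 gave no adjusted p for METTL3, METTL14, WTAP, FTO and ALKBH5 in the xenograft, so no value is given there.

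The fit of all 22 inputs with 1 spread moved the counts of changed genes to 26 in Kelly cells at 1 day, 791 in Kelly cells at 6 days, 1266 in NGP cells and 2551 in the xenograft. The cause was not tested. DESeq2 gave 113 genes in the xenograft inputs, 907, 2 and 158 genes for m6A enrichment in Kelly at 6 days, NGP and the xenograft, and 429 for the difference between Kelly and NGP. Without the low-count filter the xenograft gave 100 changed and 483 enriched genes, and m6A enrichment changed in 11 genes in NGP and 22 in the xenograft. The cause was not tested. Mitochondrial reference factors gave 8369 and 3848 genes in Kelly cells at 1 and 6 days, since they shift every RIP library by the mitochondrial share.

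The list medians near 0 changed sign. The interferon median of Kelly cells at 6 days was 0.14 without the filter, and the neuronal median of NGP cells was 0.0069 without the filter. The xenograft proliferation list, at -0.285 in either test, did not pass under fry. Correlations of the responses rose to 0.566 and 0.471 over genes of at least 10 CPM. The change in the spread of enrichment in Kelly cells at 1 day was -0.204 at 50 CPM and -0.027 with a pseudocount of 0.1, and at 6 days 0.149 with that pseudocount. With ribosomal protein mRNAs in place of mitochondrial ones the rise was 0.801 and 0.163 in Kelly cells. Sets matched on expression gave -0.040 for the xenograft inputs. The cause was not tested.

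With 1 library left out, changed genes ranged from 1249 to 2426 in Kelly cells at 1 day, 128 to 459 in NGP cells and 13 to 1933 in the xenograft. For m6A enrichment, the input and RIP library of 1 number were left out together. The changed genes ranged from 1432 to 2499 in Kelly at 1 day, 0 to 810 at 6 days and 0 to 1 in NGP. The difference between Kelly and NGP ranged from 94 to 276 genes, and the correlation of the Kelly time points from 0.410 to 0.433. Medians ranged from -0.088 to 0.027 for interferon genes in Kelly at 6 days, and from -0.049 to 0.073 for neuronal and -0.112 to 0.0060 for proliferation genes in NGP. In the xenograft they ranged from -0.164 to 0.0090 for neuronal and from -0.382 to -0.224 for proliferation genes. MYCN ranged from -0.081 to 0.0087 in Kelly at 1 day. In NGP METTL3 ranged from -0.056 to 0.255, METTL14 from -0.165 to 0.456 and FTO from -0.190 to 0.213. In the xenograft METTL3 ranged from -0.779 to 0.087, METTL14 from -1.845 to 0.471 and WTAP from -1.314 to 0.138. Fewer libraries were fitted, and a lone library was assumed to vary like the other group.

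The labels do not say that input and RIP libraries of the same number come from the same RNA. The values showed no general pairing by number: of 44 correlations between libraries of the same number, 5 were over 0.1, from -0.37 to 0.422. With 2 libraries per group the xenograft correlations repeat for both numbers. In NGP pairing stays open, with RIP correlations across treatment of 0.228, 0.422 and -0.32. Its mitochondrial shares, in order of replicate, were -1.03, -0.39 and -0.47 with DMSO and -0.99, -0.20 and -0.40 with STM2457. The SDs and permutation tests took no account of pairing. The replicate block gave 887 changed genes in NGP inputs and 65 in the xenograft, 0 genes for m6A enrichment in Kelly at 6 days and 1 in the xenograft, and a neuronal median of 0.030 in NGP. With crossed numbers as the block, m6A enrichment changed in 0 genes in the xenograft.

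Relabelled splits of the 6 libraries of an experiment number 10, too few to exclude chance. For inputs 1 of 10, the real one, reached the real counts of 2315, 3396 and 520, with 0 as the highest other. For m6A enrichment 1 of 10 reached 2345 and 275, with 0 and 1 as the highest others, and in NGP 10 of 10 reached the real 0. For enriched genes 1 of 10 reached 3601, 3439 and 2739, with 0 as the highest other. The neuronal medians (0.146, 0.104 and 0.0003 in size) were reached in 1, 1 and 10 of 10, with 0.0428, 0.0698 and 0.112 as the highest others. The proliferation medians (0.120, 0.0990 and 0.0981 in size) were reached in 1, 1 and 3, with 0.0535, 0.0708 and 0.175. The interferon medians (0.104, 0.0591 and 0.290 in size) were reached in 3, 7 and 4, with 0.117, 0.218 and 0.357. For the correlations of responses 1 of 100 pairs of splits reached 0.444 and 0.368, with 0.302 and 0.337 as the highest others, which excludes chance.

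The input counts of Kelly cells at 6 days (2499 to 3585 with 1 library left out) and the difference between the Kelly time points (814 to 1533) stayed within 1.5 times their value, though the latter changed its balance of higher and lower genes. The xenograft limits most: with inputs from 2.14 M fragments and 2 libraries per group, its tests recovered 0% of simulated 4-fold changes.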

Other observations

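The tests of the RIP libraries at 0 for noise and depth, of abundant genes, of carry-over and of changed mitochondrial RNA, of long exons, of the amino acid list, and the splits for the correlation of m6A changes were chosen only after the result was seen.

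Several RIP libraries held 0 counts for genes that another library of the same group counted at least 50 times. There were 68 such genes in Kelly at 1 day, 372 in Kelly at 6 days, 0 in NGP and 1322 in the xenograft, against 0, 0, 0 and 15 in the inputs. Poisson draws gave 0 such genes, which argues against counting noise. Thinning all RIP libraries to 4.68 M left 153 in Kelly at 6 days, which argues against depth. Few molecules per library could give such a pattern, with a slope of variance over mean near 0. The slope was 0.066 in Kelly at 1 day, 0.453 in Kelly at 6 days, 0.756 in NGP, where no such gene was seen, and 0.448 in the xenograft. In Kelly at 6 days the value lies between those that would favour or exclude few molecules, so this cannot be told apart from other variation there. No biological explanation was tested.

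The mitochondrial share of the pulldown rose in Kelly cells. Without CHGA in the totals the rise was 1.33 at 1 day and 1.51 at 6 days. Without the 100 nuclear genes most abundant over the input and RIP libraries it was 1.34 and 1.54, which argues against few genes taking many counts. In the RIP libraries alone the share rose by 1.46 and 1.24, while the inputs changed by 0.111 and -0.443. The input change at 6 days comes from treated replicate 3, with 1.789% mitochondrial counts against 5.088% and 4.058% in the other treated inputs. More mitochondrial RNA in the cells would raise its share in the inputs as well. At 1 day the input change of 0.111 was far below the rise of 1.46 in the RIP libraries. At 6 days the highest treated input stood at 5.088%, against 4.493% to 4.573% with DMSO. Both argue against a change of mitochondrial RNA in the cells as the whole cause. Carry-over of unmethylated RNA would lower the difference of the most and least enriched genes. That difference changed by -0.16 at 1 day, where an added share of input that explains the mitochondrial rise would give -1.66, but ribosomal protein mRNAs rose as well, by 0.801, so carry-over cannot be told apart there. At 6 days it changed by 0.14, with a pooled SD of 0.618. The same reasoning gives -0.62 there, which lies within 2 such SDs, so carry-over stays open there too. A loss of m6A from nuclear mRNA stays open, untested without the spike-in RNAs.

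Enrichment in the DMSO pulldown went with the length of the longest exon block. The partial rank correlation, given input level and exon length, was 0.241, 0.212, 0.199 and 0.190 in Kelly at 1 day, Kelly at 6 days, NGP and the xenograft. For the longest block between the first and last one the unadjusted rank correlation was 0.011 to 0.042, against 0.178 to 0.279 for the longest block. Genes without such an inner block were counted at a length of 0, so the contrast does not separate inner from outer exons. The lowest partial value was 0.1899, so long exons are a possible explanation of part of the enrichment.

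The genes that fell most in Kelly cells at 6 days, such as CHAC1, prompted a list of 24 amino acid response genes. Their medians were -0.284, -1.286, -0.288 and -0.337 in Kelly at 1 day, Kelly at 6 days, NGP and the xenograft, with 20 of 23, 23 of 23, 18 of 23 and 14 of 20 genes down. The camera adjusted p values (limma) were 5.08e-11, 7.18e-100, 0.00102 and 0.249, but the list was chosen for its fall in Kelly cells. In the DMSO libraries the list stood 0.955 higher at 6 days than at 1 day, and in the treated ones -0.159. A high level in the 6 day controls, as in cultures short of nutrients, cannot be told apart from an effect of treatment, since the genes were chosen for the pattern.

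The changes of m6A enrichment at 1 and 6 days in Kelly cells had a Spearman correlation of 0.316 over 13025 genes. Of 100 pairs of splits 1 reached it, the real one, and the highest other was 0.204, which argues against noise of the single experiment as the whole cause. Over genes of at least 50 CPM the correlation was 0.623. With the changes in NGP cells, where no gene was called, the correlation was 0.286 for Kelly at 1 day and 0.173 at 6 days. At 50 CPM these were 0.583 and 0.413.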
